A study of Mus musculus with 2 samples. Its data were reported in "Active DNA demethylation upstream of rod-photoreceptor fate determination is required for retinal development" (2025).

How the data were processed

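Whole retinas of mice at postnatal day 21 were profiled by single-nucleus RNA-seq. The series holds 2 libraries, 1 from Cre− control animals and 1 from Tet tcKO animals. Tet tcKO animals lacked Tet1, Tet2 and Tet3 conditionally through a Cre transgene active in retinal progenitor cells. Per the labels, nuclei were captured with a 3′ kit based on particle-templated partitions (PIPseq), and reads were processed with pipseeker and aligned to GRCm39. According to the study's methods, nuclei of 2 dissociation pools entered the reaction of each genotype. The deposited cell tables carry no pool for a nucleus, so each genotype counted as 1 sample.

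The authors removed ambient RNA from the counts with CellBender, keeping barcodes at a cell probability of 0.99, and imported the result into Monocle3. They kept nuclei with over 500 and under 10000 transcripts and under 20% mitochondrial transcripts. The deposited matrices hold whole UMI counts per gene and nucleus after that step. The number of transcripts and genes per nucleus in the deposited cell tables are also counts, and the totals equalled the matrix sums in 7357 of 7357 Cre− and 6766 of 6766 Tet tcKO nuclei. The mitochondrial percent of each nucleus is the authors' own value, and the gene set behind it is not given in the sources used here. The deposited size factor is a ratio of a nucleus's total to 1 constant and was not used for any level. The cluster number and the cell type name of each nucleus are the authors' annotation. The deposited gene table gives a signal for each genotype, and this equalled the mean over nuclei of counts per 10000. The table also counts the nuclei with each gene. No other column of per-sample values was used.

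Levels were computed from raw counts. UMIs were summed over the nuclei of a population in a library and divided by the sum over all genes, as counts per 1000000 (CPM). The log2 ratio is Tet tcKO over Cre−. With 1 library per genotype there was no test between genotypes, and no p-value or standard error is given. Intervals are exact at 95%. They are Poisson intervals for counts, a conditional interval for a ratio of counts, and Clopper-Pearson intervals for shares. All cover counting error only, not variation between animals or preparations. A count of 0 was set to a floor of 3 counts in the ratio, and no ratio was given where both counts were at or under 3. Values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

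Cell classes were the authors' annotation. Fixed marker lists of 12 classes checked it. In each cluster, genes were ranked by fold over the other nuclei, by summed UMIs and again with each gene counted once per nucleus. A class passed where, in both rankings, no cluster of it had more markers of another class than of its own among its 10 leading genes. Amacrine, horizontal and retinal ganglion cell (RGC) classes passed. A cluster with 0 markers of any class among its leading genes passes this rule too. That was so in both rankings for amacrine cluster 27, which held 256 of 403 Cre− amacrine nuclei. The check therefore says little for that cluster. Rods, cones, bipolar cells and Müller glia did not pass, so their names below are the authors' annotation only. For these, shares of nuclei are given by annotated name. Transcript levels were compared between genotypes in rods and cones together, in cone-annotated nuclei with their cluster numbers, and in 1 Müller cluster. Transcript levels of bipolar nuclei were not compared between genotypes. Horizontal cells had fewer than 100 nuclei in each library and were not compared for transcript levels.

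Except under Other observations, where some were named after their values were seen, genes named below were fixed by rule before the data were examined. They are the 3 targeted genes, genes discussed by the study for rods, cones, mature photoreceptors and other classes, and developmental factors in Müller glia, here Pax6 and Lhx2. Results of some genes of these lists are not reported here. To these come the 5 highest and 5 lowest log2 ratios over all nuclei among genes at 50 CPM or more in 1 library, and the 3 highest and 3 lowest within a class among genes at 100 CPM or more. Differences of 2-fold or more between the libraries were counted among genes at 10 CPM or more in at least 1 library. The study fitted a model to single nuclei, which treats nuclei as replicates, and this was not repeated. An early list of 12 and a mature list of 14 cone genes came from the study's supplement, chosen there from a developmental atlas and not from these libraries. Each list's median was placed among 10000 random lists of the same size, whose members were drawn from the 200 genes nearest in mean CPM. To compare shares of nuclei with a UMI, each nucleus was thinned to 500 UMIs. The difference in CPM of a gene between the libraries was divided into a part from class shares and a part from levels within classes. Rods and cones were merged for this division, a choice made after the data were seen.

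The steps were tested on simulated data before use. For counts drawn for 10685 genes of the library sums, 95.2% of the intervals held the simulated log2 ratio. All of the 200 changed genes were recovered past 2-fold in the simulated direction, which is 100%, with 0% of unchanged genes. Of random unchanged lists, 91.0% lay between the 5th and 95th percentile.

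Doublets were scored with Scrublet in scanpy 1.11.5 at an expected rate of 6%. It called 3 Cre− nuclei (0.0408%) and 1 Tet tcKO nucleus (0.0148%). A caller that marks under 0.5% of so many nuclei has not worked, so no nucleus was removed as a doublet, and an alternative left out the 6% with the highest scores. Alternatives fixed beforehand were TMM factors (edgeR 4.0.16) and median-of-ratios factors (DESeq2 1.42.0) in place of the total count, the mean of each nucleus's CPM, nuclei with 1000 UMIs or more, Cre− class shares in both libraries, filters of 1 and 50 CPM, thinning to 1000 UMIs or none, and clusters computed anew with Leiden (leidenalg 0.10.2) on 16 principal components of 2000 variable genes. The alternatives chosen after seeing the data were those without the highest doublet scores, with each gene counted once per nucleus, without each gene's highest nucleus, and with the RGC level subtracted. Gene coordinates came from the GENCODE annotation of GRCm39, matched on gene identifiers. The release used by the authors is not given in the sources used here.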

Results

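To ask how loss of the TET enzymes changes retinal cell identity, single-nucleus RNA-seq compared 1 Cre− library with 1 Tet tcKO library at postnatal day 21. The Cre− library held 7357 nuclei and 11510585 UMIs, with a median of 1107 UMIs and 856 genes per nucleus. The Tet tcKO library held 6766 nuclei and 16590747 UMIs, with a median of 1836.5 UMIs and 1334 genes per nucleus. All of these nuclei passed the filter the study states, and totals ranged from 502 to 9957 UMIs in Cre− and from 549 to 9981 in Tet tcKO. The 13 mitochondrial genes made up 5.47% (95% interval 5.45 to 5.48) of Cre− UMIs and 1.76% (1.75 to 1.77) of Tet tcKO UMIs. The authors' own mitochondrial percent had medians per nucleus of 9.52% and 5.38%, against 5.44% and 1.59% for these genes. Since each genotype had 1 library, no difference below was checked against replicates, and intervals show counting error only.

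The targeted genes were examined first. Over all nuclei, Tet1 stood at 50.2 CPM in Cre− and 61.2 CPM in Tet tcKO, a log2 ratio of 0.29 (0.14 to 0.44). Tet2 stood at 105 and 139 CPM, a log2 ratio of 0.41 (0.31 to 0.51). Tet3 stood at 180 and 174 CPM, a log2 ratio of -0.05 (-0.14 to 0.03) by total counts. This ratio depended on scaling, at -0.16 under TMM and -0.16 under median of ratios. The counts cover whole genes and were not divided by exon, so these levels check neither the deletion nor the labels. Tet1 lies on chromosome 10 from 62640349 to 62744775, Tet2 on chromosome 3 from 133169436 to 133250900, and Tet3 on chromosome 6 from 83339355 to 83436066 (GRCm39).

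The cell class shares address whether photoreceptor fates were altered. In the deposited annotation, rods made up 70.9% (69.8 to 71.9; 5214 nuclei) of the Cre− library and 0.0887% (0.0326 to 0.193; 6 nuclei) of the Tet tcKO library. Cones made up 3.602% (3.19 to 4.05; 265 nuclei) and 47.7% (46.5 to 48.9; 3225 nuclei). Among nuclei annotated as either, cones were 4.84% (4.28 to 5.44) in Cre− and 99.8% (99.6 to 99.9) in Tet tcKO. Bipolar annotations held 9.16% and 24.4% of nuclei, and Müller glia 1.96% and 1.51%. Among the classes that passed the marker check, amacrine cells made up 5.48% (4.97 to 6.02) and 15.4% (14.6 to 16.3). RGCs made up 7.71% (7.11 to 8.34) and 10.4% (9.69 to 11.2), and horizontal cells 1.22% (0.985 to 1.502) and 0.547% (0.385 to 0.753). These are shares of captured nuclei, so a fall in 1 class raises the others. In percentage points, the share that moved most under another processing was that of Cre− rods, 45.3% in clusters computed anew. In the same alternative the Cre− cone share fell to 0.245%, a larger relative change. There, a cluster with 2058 Cre− nuclei that carried rod markers stayed unnamed.

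**Figure D1:**
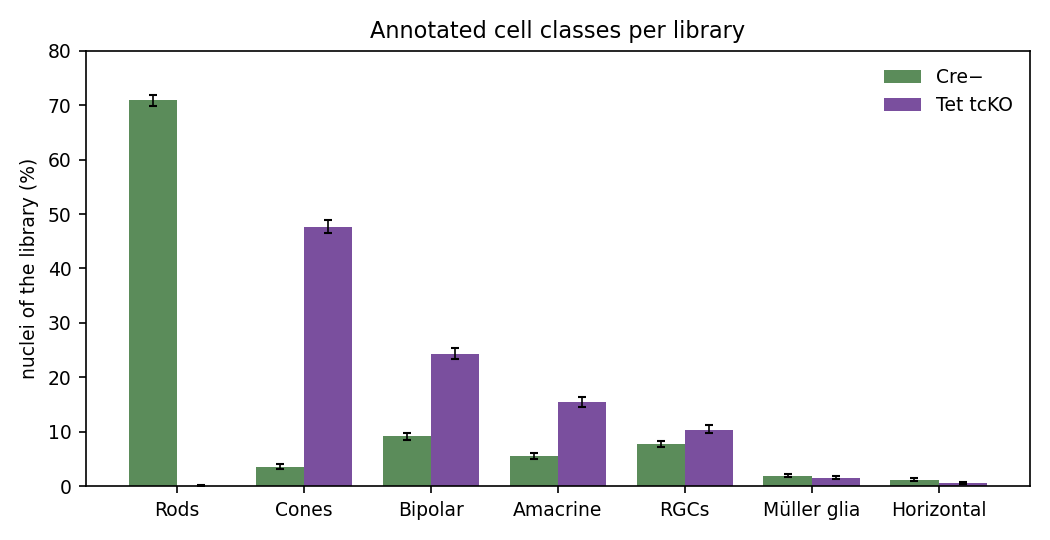
Share of nuclei (%) in each annotated class, for the Cre− (green) and Tet tcKO (purple) libraries, with exact 95% binomial intervals for counting error. Rods hold 70.9% of Cre− nuclei and cones 47.7% of Tet tcKO nuclei. Rods, cones, bipolar cells and Müller glia did not pass the marker check.

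In the Cre− library, the rod and cone names did not divide nuclei along marker lines. Ranked by summed UMIs, 6 of 15 rod clusters had more markers of another class than of their own among the leading genes, as did 1 of 9 cone clusters (cluster 11), 4 of 9 bipolar clusters and 2 of 3 Müller clusters. With each gene counted once per nucleus, 4 rod, 0 cone, 1 bipolar and 1 Müller cluster did. By summed UMIs, the markers of other classes in the 6 rod clusters were Dbi, Nefl, Flt1 and Rlbp1, none of them a cone marker. Each rod cluster was ranked against the other rod clusters too, which keeps markers they share from leading. The failures of rod clusters thus do not show that rods and cones were confused. Cluster 11 held 264 of the 265 Cre− nuclei annotated as cones, while clusters 46, 48 and 50 to 55 held all Tet tcKO cones. Cre− cone-annotated nuclei had 3736 UMIs at the median, against 1025.5 in Cre− rods. Their Nrl level was 549.7 CPM (505.4 to 596.9), against 435 CPM (419.5 to 452) in Cre− rods and 221 CPM (211 to 232) in Tet tcKO cones. Their Gnat2 level was 88.2 CPM (71.0 to 108), against 84.2 CPM (77.3 to 91.5) in Cre− rods and 515 CPM (498 to 531) in Tet tcKO cones. Across the 9 cone markers the median log2 level over Cre− rods was 0.07 in Cre− cones, while that of Tet tcKO cones over the same rods was 2.54. For this reason the comparison of photoreceptors below pools rods and cones.

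**Figure D2:**
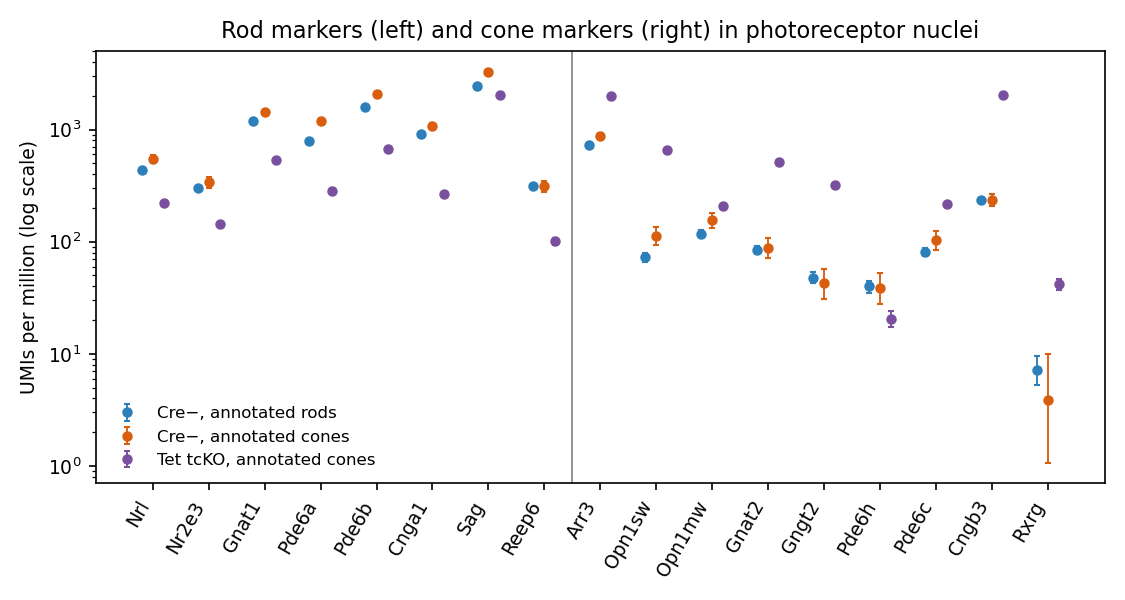
Level in CPM (log axis) of 8 rod markers and 9 cone markers in Cre− annotated rods (blue), Cre− annotated cones (orange) and Tet tcKO annotated cones (purple), with exact 95% Poisson intervals. The 2 Cre− populations lie close together for most markers, with Nrl at 435 and 549.7 CPM, while Tet tcKO cones have Gnat2 at 515 CPM.

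Library sums compare transcript expression over all nuclei. Among 11158 genes at 10 CPM or more, 632 differed at least 2-fold, with 355 higher and 277 lower in Tet tcKO. The split depended on scaling. TMM factors gave 271 higher and 361 lower, and median-of-ratios factors 270 higher and 362 lower. The median gene had a log2 ratio of 0.15 by total counts, 0.04 by TMM and 0.04 by median of ratios, so ratios near these values are not a change relative to other genes. The count moved most under the filter of 1 CPM, to 1868 genes.

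Rod transcript expression was lower in Tet tcKO. The median log2 ratio of the 5 rod genes was -1.51, within a range of -1.79 to -1.44, and it moved most, to -1.19, with Cre− class shares in both libraries. Nrl fell from 347 to 128 CPM. The transcription factor genes Nrl and Nr2e3 had log2 ratios of -1.44 (-1.52 to -1.36) and -1.47 (-1.56 to -1.38), and the phototransduction genes Gnat1 and Pde6a -1.54 and -1.79. Cone transcript expression was higher. The median of the 5 cone genes was 2.25, from 1.12 for Arr3 to 2.59 for Opn1sw, and it moved most, to 1.85, with each gene counted once per nucleus. Under that alternative Arr3 stood at 0.03, below the median gene. Opn1sw rose from 64.6 to 390.5 CPM and Gnat2 from 74.4 to 317 CPM. Rxrg rose from 6.86 to 32.6 CPM, a log2 ratio of 2.25 (1.91 to 2.61).

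Transcripts of mature photoreceptors did not move with the cone genes. Crx had a log2 ratio of 0.30 (0.22 to 0.38). Rcvrn had -1.45 (-1.58 to -1.32), Cplx4 -1.75 (-1.85 to -1.65) and Prph2 -1.71 (-1.77 to -1.66). The mature cone genes Kcne2 and Pde6h had -0.95 (-1.39 to -0.51) and -1.38 (-1.64 to -1.13), the former from 103 and 77 UMIs. Of the genes of other classes, Tfap2a had 0.87 (0.73 to 1.01), Lhx1 -0.87 (-1.40 to -0.34), Slc1a3 0.33 (0.22 to 0.44) and Rbpms 0.19 (0.11 to 0.28). Pax6 and Lhx2 had 0.58 (0.53 to 0.63) and 0.52 (0.27 to 0.78). Rbpms changed direction, to -0.14, with each gene counted once per nucleus. With Cre− class shares in both libraries, Tfap2a stood at 0.46, Lhx1 at -0.16 and Rbpms at 0.03, each a smaller difference. Slc1a3 stood at 0.44 there.

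The genes with the highest log2 ratios at 50 CPM or more were Fabp7 (6.99), Gm35229 (6.95), Gm1698 (6.01), Robo3 (5.51) and Poteg (5.14). Fabp7 had 5 UMIs in Cre− and 919 in Tet tcKO. Gm1698 and Poteg are neighbours on chromosome 8, at 28094379 to 28110480 and 27937698 to 27985200, and both overlap Gm45861 on the same strand, so their counts are uncertain. The lowest were Spc25 (-2.93), Endov (-2.24), Cnga1 (-2.13), Gm40477 (-2.08) and Slc24a1 (-1.96). Spc25 fell from 99.2 to 13.02 CPM.

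Within rods and cones pooled, 5479 Cre− and 3231 Tet tcKO nuclei were compared. The median log2 ratio was -1.12 for the rod genes and 2.64 for the cone genes. The rod median moved most, to -0.93, and the cone median to 2.09, with each gene counted once per nucleus. Nrl stood at 451 and 223 CPM, a log2 ratio of -1.02 (-1.10 to -0.93), and Opn1sw at 77.9 and 653 CPM, a log2 ratio of 3.07 (2.94 to 3.19). Rcvrn, Cplx4 and Prph2 had -1.21, -1.57 and -1.40. Crx had 0.55 (0.46 to 0.63). In cone-annotated nuclei, which sets cluster 11 in Cre− against clusters 46, 48 and 50 to 55 in Tet tcKO, the rod genes had a median of -1.41 and the cone genes of 2.54. The former moved most, to -0.57, and the latter to 1.62, with each gene counted once per nucleus. The highest genes there were Robo3 (6.85 from 3 and 2489 UMIs), Gm1698 (5.77) and Gm35229. Gm35229 had 0 UMIs in Cre−, and its log2 ratio was 5.13 at the floor of 3 counts, with a 95% lower limit of 4.83. The lowest were Tafa4 (-2.42), Gm11342 (-2.19) and Gm44196 (-2.18), and for Tafa4 a single nucleus held 104 of its UMIs. Without that nucleus the log2 ratio of Tafa4 was -0.46, so its place among the lowest rests on 1 nucleus.

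Amacrine cells and RGCs served as background for photoreceptor transcripts, except for Rxrg in Cre−, which was higher in RGCs (13.01 CPM) than in pooled rods and cones (6.73 CPM). In amacrine nuclei, 256 of 403 in Cre− came from cluster 27 and 357 of 1043 in Tet tcKO from cluster 12. There the rod genes had a median log2 ratio of -1.49 and the cone genes of 1.59. In RGCs, 394 of 567 Cre− nuclei came from cluster 8 and 273 of 704 Tet tcKO nuclei from cluster 31, and the medians were -1.61 and 1.37, the latter with Rxrg included. The RGC rod median moved most, to -1.03, with each gene counted once per nucleus. Nrl stood at 86.2 CPM in Cre− and 26.3 CPM in Tet tcKO RGCs. Ratios of photoreceptor genes in these classes thus followed the whole library. In amacrine nuclei the highest genes were Htr2c (2.30), Gna12 (2.16) and Cngb3 (2.15) and the lowest Spink13 (-2.93), Endov (-2.43) and Cnga1 (-2.14). In RGCs the highest were Gna12 (2.67), Cngb3 (2.61) and Abcd4 (1.80) and the lowest Ttn (-2.31), Endov (-2.25) and Cnga1 (-2.005). Cngb3 and Cnga1 are also photoreceptor markers. Htr2c was a leading gene of amacrine cluster 12, which held 14 Cre− and 357 Tet tcKO nuclei. Its ratio may therefore follow the clusters each library holds.

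**Figure D3:**
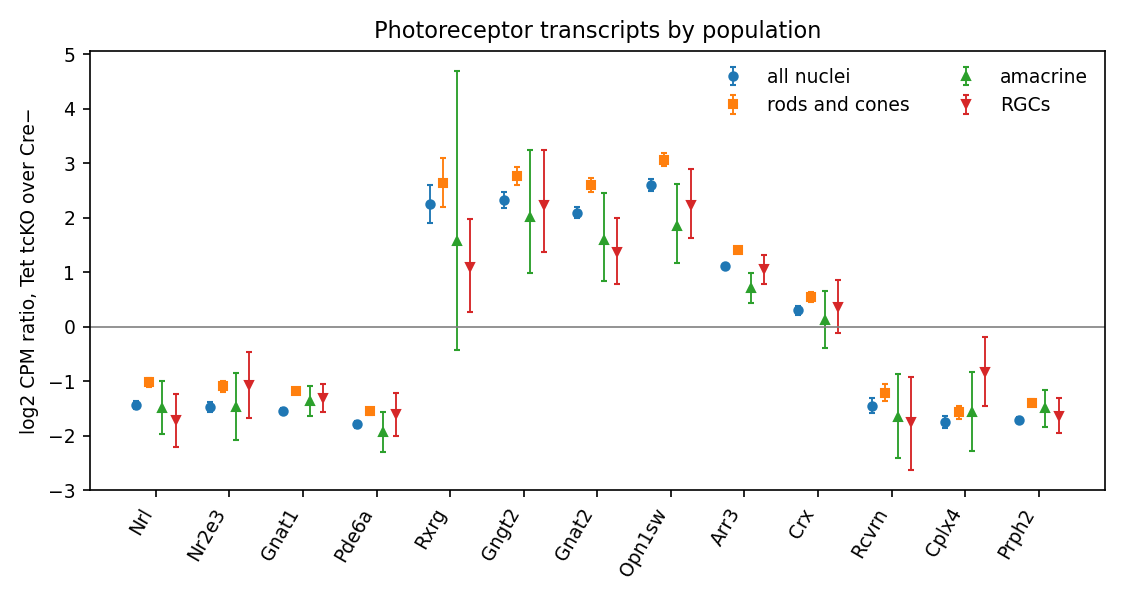
Log2 CPM ratio, Tet tcKO over Cre−, of rod, cone and shared photoreceptor genes in all nuclei (circles), pooled rods and cones (squares), amacrine nuclei (triangles up) and RGCs (triangles down), with 95% intervals for counting error. The rod genes lie below 0 in all 4 populations, with Nrl at -1.44, -1.02, -1.49 and -1.71.

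The lower share of photoreceptors, taken as a merged class, made up a minor part of the fall in rod genes. A shift from rods to cones within that class counts as a change in level by construction. The division therefore cannot tell such a shift from lower rod transcript levels in each nucleus. With rods and cones merged, class shares accounted for 22.4% of the difference in Nrl, 20.6% in Nr2e3, 19.98% in Gnat1 and 15.4% in Pde6a, and levels within classes for the rest. Of the level part, pooled rods and cones held -126 of -170.1 CPM for Nrl, -89.6 of -120.5 CPM for Nr2e3, -383 of -502 CPM for Gnat1 and -307 of -397 CPM for Pde6a. The remainder lay in other classes. For the cone genes the class part had the opposite sign, from -19.0% for Arr3 to -8.99% for Rxrg. Photoreceptor nuclei held 65.8% of Cre− UMIs and 44.7% of Tet tcKO UMIs. In cluster 30, a Müller cluster that did not pass the marker check and held 43 Cre− and 46 Tet tcKO nuclei, Pax6 had a log2 ratio of 0.03 (-0.50 to 0.58) and Lhx2 -0.22 (-2.79 to 2.55). Both intervals include 0. They rest on 49 and 78 UMIs for Pax6 and on 3 and 4 UMIs for Lhx2, where depth allows no statement. Most annotated Müller nuclei lay elsewhere. Cluster 14 held 99 of 144 Cre− and 0 Tet tcKO nuclei, and cluster 37 held 56 of 102 Tet tcKO and 2 Cre− nuclei. Nuclei of 1 cluster are alike by construction, so this comparison does not reach differences that parted the others.

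The early and mature cone lists were meant to ask how far cone differentiation had advanced. Cre− cone-annotated nuclei had cone markers near the level of Cre− rods, at a median log2 level of 0.07. No population below thus sets Tet tcKO cones against clear cones of the Cre− library. The lists show which of them differed more between the libraries, but not the stage the cones had reached. Over all nuclei the early list had a median log2 ratio of 1.59, with 10 of 12 genes higher, and 100% of random lists lay below it. The mature list had a median of 0.15, at the percentile of 70.9, with 8 of 14 higher. Within pooled photoreceptors the medians were 1.84 (percentile 100) and 0.48 (99.7), and in cone-annotated nuclei 1.56 (100) and 0.17 (92.1). The early list over all nuclei moved most, to 1.01, with each gene counted once per nucleus, and stayed at percentile 100. The percentile of the mature list over all nuclei ran from 57.7 to 80.5 under the alternatives. In cone-annotated nuclei it ran from 68.1 to 93.4, and in pooled photoreceptors it fell to 77.8 with each gene counted once per nucleus.

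Detection per nucleus was compared after thinning to 500 UMIs, which left out no nucleus. A Nrl UMI was present in 20.5% (19.4 to 21.6) of Cre− rods, 23.0% (18.1 to 28.6) of Cre− cones and 10.1% (9.12 to 11.2) of Tet tcKO cones. In amacrine nuclei the shares were 6.95% (4.67 to 9.89) in Cre− and 1.92% (1.18 to 2.95) in Tet tcKO. An Arr3 UMI was present in 29.7% of Cre− rods, 35.5% of Cre− cones, 63.0% of Tet tcKO cones, and 9.93% and 16.7% of amacrine nuclei. In the same order of 5 groups, the shares were 14.4%, 14.3%, 6.76%, 3.47% and 1.82% for Nr2e3. They were 3.59%, 4.53%, 26.6%, 1.74% and 6.71% for Opn1sw and 0.288%, 0.755%, 2.08%, 0.248% and 0.575% for Rxrg. Before thinning, medians were 1025.5, 3736 and 1715 UMIs in these photoreceptor groups and 1065 and 1736 in amacrine nuclei, and the Arr3 shares were 55.5%, 91.3%, 94.3%, 17.4% and 44.4%. At least 1 UMI of a rod gene together with 1 of Arr3, Opn1sw or Rxrg was found in 27.3% (26.1 to 28.6) of Cre− rods, 35.5% (29.7 to 41.6) of Cre− cones and 41.4% (39.7 to 43.1) of Tet tcKO cones. The amacrine values were 5.96% (3.85 to 8.73) and 4.22% (3.08 to 5.62). In percentage points, the share in Cre− cones moved most, to 92.1%, without thinning. The share in Tet tcKO amacrine nuclei rose to 30.8% there, a larger relative change.

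**Figure D4:**
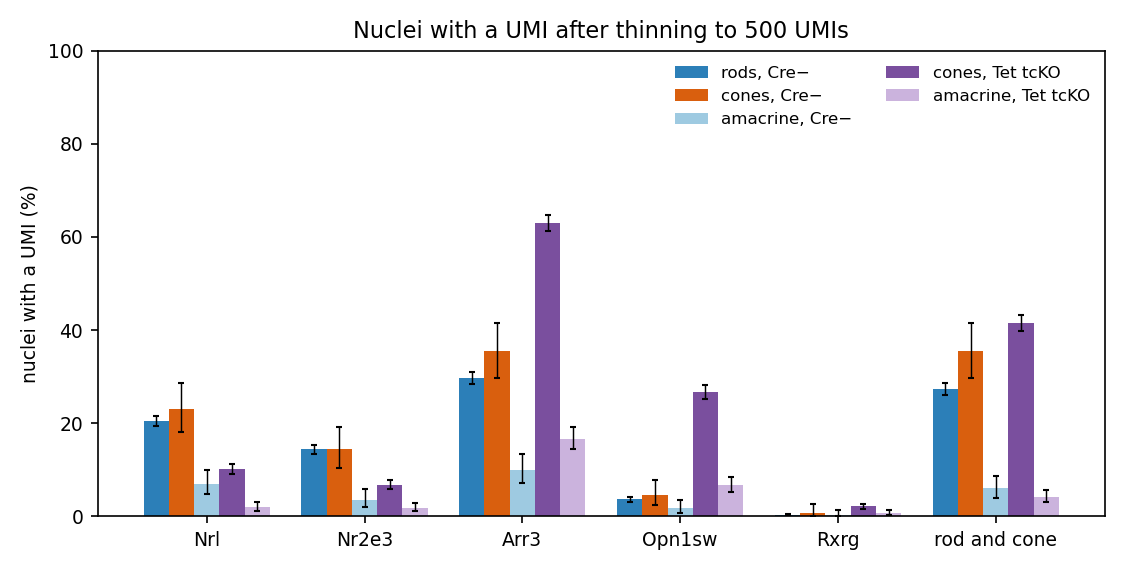
Nuclei (%) with a UMI of each gene, or with a rod and a cone gene UMI, after thinning to 500 UMIs, in annotated rods, cones and amacrine nuclei of each library, with exact 95% binomial intervals. Arr3 was detected in 63.0% of Tet tcKO cones and in 9.93% of Cre− amacrine nuclei.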

Values the study reported

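In single nuclei, the study counted 518 transcripts as up-regulated and 523 as down-regulated on loss of the TET enzymes. It kept cells with more than 500 and fewer than 10,000 transcripts. In its bulk RNA-seq of P21 retinas, the log2 fold change was −2.30 for Nrl, 2.49 for Rxrg and 1.62 for Opn1sw.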

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

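The test in this part was chosen only after part of its result was seen. The nuclei behind the gene table drew attention because they come from a deposited column that no comparison used. That column counts, for each gene, the nuclei with a UMI, and it reached 15735 nuclei, while the matrices hold 14123 nuclei in all. The column therefore covers more nuclei than the matrices. It exceeded the count from the matrices for 23318 genes and equalled it for 8909 genes, so 0 genes had fewer. Among 13574 genes seen in 100 nuclei or more, the median ratio of the table to the matrices was 1.15. The authors' cluster numbers run to 55 and 9 of these hold no nucleus in the matrices, as when whole clusters are left out after clustering. Whether the authors' filter also removed some of the other nuclei cannot be told apart from that. Whether the other nuclei came from both genotypes cannot be read from the column. No biological explanation was tested, since the column is not divided by genotype.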

How the results depend on the processing

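The alternatives without the highest doublet scores, with each gene counted once per nucleus, without each gene's highest nucleus and with the RGC level subtracted were chosen only after the results were seen. Of 703 values under an alternative, 510 stayed within the counting interval of the value reported (or, for the number of genes, within 1.5 times), 192 moved outside it and 1 reversed. All of 115 log2 values of gene sets kept their sign, as did 523 of 525 values of 68 single genes, some counted in several populations. The value that reversed was that of Rbpms over all nuclei, -0.14 with each gene counted once per nucleus.

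Clusters computed anew gave 45.3% rods, 0.245% cones and 4.80% amacrine cells in Cre−, and 0.251% rods, 40.6% cones, 11.4% RGCs and 0.798% horizontal cells in Tet tcKO. They named 91 Cre− and 343 Tet tcKO nuclei bipolar, against 674 and 1649 by annotation. Of the bipolar-annotated nuclei, 471 in Cre− and 910 in Tet tcKO stayed unnamed. Part of these changes follows from clusters left without a name. Among Cre− nuclei with 1000 UMIs or more, rods made up 63.0%, cones 5.72%, RGCs 9.90% and horizontal cells 1.51%, as shallow rod nuclei left the denominator. Without the highest doublet scores, Tet tcKO cones made up 49.0%. All nuclei passed the study's filter, so that alternative moved nothing.

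For the library sums, the rod median was -1.62 under TMM and -1.62 under median of ratios, -1.60 as the mean of each nucleus's CPM, -1.47 in nuclei with 1000 UMIs or more and -1.19 with Cre− class shares. In pooled rods and cones it was -1.31 under TMM, -1.29 under median of ratios, -1.18 as the mean of each nucleus's CPM and -1.15 in nuclei with 1000 UMIs or more. In cone-annotated nuclei it was -1.5 under median of ratios. Both scalings lower every ratio by 1 amount. The mature list was 0.0448 under TMM and 0.0416 under median of ratios over all nuclei, 0.29 and 0.31 in pooled rods and cones, and 0.0483 as the mean of each nucleus's CPM in cone-annotated nuclei.

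With each gene counted once per nucleus, rod medians were -1.22 over all nuclei, -0.93 in pooled rods and cones, -0.57 in cone-annotated nuclei and -1.03 in RGCs. Cone medians were 1.85 over all nuclei, 2.09 in pooled rods and cones and 1.62 in cone-annotated nuclei. The early list was 1.01, 1.13 and 1.11 in these 3 populations, and the mature list 0.0483 over all nuclei and 0.0103 in pooled rods and cones. This counting saturates for abundant genes in deep nuclei, so smaller ratios follow from its construction. Without each gene's highest nucleus, the gene set medians and the number of genes stayed within their limits, but Tafa4 in cone-annotated nuclei was -0.46.

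The number of genes past 2-fold was 1868 with a filter of 1 CPM and 262 with 50 CPM, since these admit more or fewer genes. TMM and median of ratios gave 632 with the changed split given above, and the mean of each nucleus's CPM gave 682.

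Thinning set the share of nuclei with a rod and a cone UMI. At 1000 UMIs it was 53.2% in Cre− rods, 64.4% in Cre− cones, 76.1% in Tet tcKO cones, and 13.8% and 10.8% in Cre− and Tet tcKO amacrine nuclei. This left out 2460, 15, 102, 178 and 54 nuclei. Without thinning the shares were 57.5%, 92.1%, 91.8%, 16.4% and 30.8%. More UMIs per nucleus raise each share by construction. Without the highest doublet scores, Cre− amacrine nuclei had 3.56%. For the other moved values, the cause was not tested.

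Subtracting the RGC level gave no value for the cone gene median, because Rxrg in Cre− was higher in RGCs (13.01 CPM) than in pooled rods and cones (6.73 CPM). The alternatives without Scrublet's calls were not run, since the caller had not worked. Each dissociation pool on its own was not run, as the cell tables carry no pool. Depth limits the values that rest on few UMIs, among them Rxrg in cone-annotated nuclei (4 in Cre−), Lhx1 (71 and 56), Kcne2 (103 and 77) and the Müller values. No paired analysis was possible because each genotype had 1 library.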

Other observations

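The tests on cone-annotated Cre− nuclei, on free RNA, on DNA near the Tet genes, on mitochondrial transcripts by population, on the Tet tcKO rods, on Cngb3 and on genes with most UMIs in 1 nucleus were chosen only after the result was seen. Those on clumping of UMIs, on mitochondrial transcripts at matched depth and on the depth behind the number of genes were fixed before.

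Cre− nuclei annotated as cones carried rod transcripts at or above the level of annotated rods, with a median log2 level of 0.32 for the 9 rod markers (-0.01 to 0.61). Pairs of a rod and a cone nucleus in 1 droplet would raise most cone markers, but 0 of the 9 cone markers lay 2-fold or more above Cre− rods, while 7 did in Tet tcKO cones. The nuclei may instead be rod nuclei of high UMI count, since the cone markers lay at a median log2 level of 0.0676 over Cre− rods. Clusters computed anew gave the cone name to 0 of these 265 nuclei, and the Cre− cone share there was 0.245%. Whether cones are rarer in the Cre− library than annotated was not tested here against another assay. From these 2 libraries alone, a difference in fate between genotypes stays open. The study's case for such a difference also rests on immunostaining of rod and cone proteins, EdU tracing, nuclear structure and bulk RNA-seq.

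Photoreceptor genes changed in amacrine nuclei and RGCs as they did in the library. All 18 rod and cone markers, Rxrg included, had the library's sign in amacrine nuclei and 18 in RGCs. Free photoreceptor RNA may be the source, since the median difference of their log2 ratio from the library's was -0.12, with -0.23 in amacrine nuclei and -0.09 in RGCs. The 9 rod markers stood at 23.4% of the library level in Cre− RGCs and 22.1% in Tet tcKO RGCs, and at 31.5% and 30.4% in amacrine nuclei. The 9 cone markers stood at 25.6% and 21.4% in RGCs. In amacrine nuclei they fell from 49.5% to 30.1%, so free RNA at an equal share does not account for all of their level there. Photoreceptor nuclei mixed into the class would clump the UMIs of the 18 markers. Their variance over mean in thinned Cre− RGCs was 1.40, against 2.60 for nuclei that are 1 part photoreceptor and 1 part RGC, and 1 for an even spread. The mixture rests on an assumed profile, so this part cannot be told apart.

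Of 11119 genes with coordinates, 26 differed past 8-fold, 22 of them higher in Tet tcKO. DNA flanking the floxed Tet genes, carried from the strain in which they were made, is a candidate explanation for a few. That explanation needs Cre− animals without the floxed alleles, and the Tet genotype of these controls was not checked here. The study's methods derive its animals from the floxed line and its controls from Cre− breeders, so both libraries may share this DNA. Within 10 Mb of a Tet gene lay 15.4% of the 26 (4.36 to 34.9), against 1.96% of the other genes. These 4 are Fabp7, Smpdl3a, Atoh7 and Etnppl, named after their values were seen. Fabp7 and Smpdl3a are neighbours on chromosome 10, where the former ends at 57664554 and the latter starts at 57670431. The interval counts them as independent and may be too narrow. Atoh7 lies 0.244 Mb from Tet1. The flanking DNA argument does not reach the 19 genes on chromosomes without a Tet gene, such as Robo3 and Gm35229. Gm50162 and Gm572 had 95.7% and 62.1% of their Tet tcKO UMIs in a single nucleus. Without it the log2 ratio was 0.61 (-1.03 to 2.49) for Gm50162, so its difference rests on that nucleus, and 4.98 (3.09 to 8.05) for Gm572. A change in transcript expression from loss of TET enzymes stays open for the genes other than Gm50162.

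Mitochondrial transcripts were lower in Tet tcKO. By the authors' own percent the medians per nucleus were 9.52% in Cre− and 5.38% in Tet tcKO. For the 13 genes in the matrices they were 5.44% and 1.59%. The libraries differed less by the authors' percent as a ratio, but not in percentage points. The origin of the gap between the 2 measures was not tested. A difference in UMIs per nucleus is argued against, since among nuclei of 1000 to 2000 UMIs the share was 6.16% in Cre− and 2.13% in Tet tcKO, a log2 ratio of -1.53. Free cytoplasmic RNA would lower all populations alike. The log2 ratio was -1.45 in pooled rods and cones, -1.31 in amacrine nuclei and -1.15 in RGCs, a range of 0.307 that is beyond counting error. The share of free RNA in a nucleus also depends on its own content, and a change in every cell would look similar, so free RNA and a change of genotype cannot be told apart.

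The 6 Tet tcKO nuclei annotated as rods were unlike each other. In 1 nucleus 12 Krt13 UMIs were found, and in another 688 Hbb-bs UMIs. Nuclei carried over from the Cre− library should have almost no UMIs of the genes high in Tet tcKO. The 6 nuclei had 2 UMIs of the 5 genes highest in Tet tcKO, against 3.79 at the library level. With 6 nuclei, carry-over and rods of the Tet tcKO retina cannot be told apart.

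Thinning the Tet tcKO sums to the Cre− total gave 645 genes past 2-fold, against 632. Thinning leaves the expected CPM of a gene as it is and adds counting error, so this does not test the difference in depth. In the simulated sums, 0% of unchanged genes passed 2-fold, so counting error alone is argued against.

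Cngb3 had its highest Tet tcKO level in bipolar-annotated nuclei, 3066 CPM, against 2043 CPM in cone-annotated nuclei. Free cone RNA cannot exceed its source, and the log2 level of bipolar over cone nuclei was 0.59 (0.55 to 0.62). Cone nuclei annotated as bipolar are argued against as the whole cause as well. All 8 other cone markers were lower in bipolar-annotated than in cone-annotated nuclei, with a median log2 level of -0.83. The type of these nuclei is not settled. Clusters 22, 35, 39, 41 and 43 among them had 0 bipolar markers among their leading genes. Grm6 stood at 185 CPM in bipolar-annotated against 273 CPM in cone-annotated nuclei, while Trpm1 stood at 527 and 273 CPM. A change of Cngb3 in the bipolar-annotated nuclei, whatever their type, stays open as a hypothesis.

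Single nuclei held bursts of UMIs of 1 gene. With 20 UMIs or more in a nucleus and 50% or more of the library's UMIs of that gene, there were 13 such genes in Cre− and 31 in Tet tcKO. Examples chosen after seeing the values are Aqp9, with 80 of 87 UMIs in a Cre− nucleus, and Serpina5, with 62 of 62 UMIs in a Tet tcKO nucleus. Xist and Y-linked UMIs were present in both libraries, with 16397 and 2123 in Cre− and 31885 and 3159 in Tet tcKO.

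The log2 ratio of Nrl over all nuclei here was -1.44. That is a smaller fall than the bulk RNA-seq value quoted from the study above. The log2 ratio of Opn1sw here was 2.59. That is higher than the quoted bulk value, and nuclei and whole tissue are different assays. The log2 ratio of Rxrg here was 2.25 (1.91 to 2.61). That interval holds the quoted bulk value. The number of genes lower by 2-fold or more was 277 by total counts, 361 under TMM and 362 under median of ratios, and the number higher was 355, 271 and 270. All are lower than the numbers of transcripts quoted for the same direction, which came from another rule.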
